A study of Mus musculus with 16 samples. Its data were reported in "SNCA overexpression disturbs hippocampal gene expression trajectories in midlife" (2018).

How the data were processed

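RNA from mouse hippocampus had been sequenced by the authors in 4 groups of 4 libraries, wildtype (WT) and human SNCA transgenic (TG) mice in standard (SE) or enriched (EE) housing, all female and 12 months old. Per the labels, libraries were made from poly(A) RNA with a TruSeq kit and read from one end, with reads of 50 or 65 bases, and the length used for each library was not given. The submitters' processing notes name FastQC 0.11.4, STAR 2.4.2a and DESeq2 1.8.2. The authors deposited one table of raw counts of reads per gene, whose values were all whole numbers, and neither the genome build nor the counting step behind the deposited table was stated. The methods of the study describe an alignment with another version of STAR, to an Ensembl mouse genome with the human transgene added. Whether this made the deposited table was not stated. The 46925 entries of the table are mouse gene identifiers without an entry for the human transgene, and 46005 of them matched a symbol in GENCODE M21. Library totals ran from 5036149 to 13360824 counts, with a median of 9156579, and 29900 genes had 1 or more counts.

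Libraries were grouped by the genotype and housing in their labels. Genes with a mean of at least 50 counts over the 16 libraries were tested, 12361 in all, of which 44 had no symbol. Counts were modelled in R 4.3.3 with edgeR 4.0.16 (TMM scaling, robust quasi-likelihood test) in a single design with a mean per group, all 16 libraries and the surrogate variables that sva 3.50.0 estimated from the counts (svaseq, seed 1), at most 4. The number estimated was 1, which left 11 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a log2 fold change of at least 0.3 in size. The 5 comparisons were the transgene in each housing, the housing in each genotype, and the difference between the transgene effects in the 2 housings. Values in CPM are counts scaled to a common total per library with the TMM factors. Standard errors of fold changes came from the edgeR fit.

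The 36 lists of genes, 35 of them for cell types, regions and pathways and 1 for genes that the study names, were fixed before the data were examined, as were the model, the thresholds, the rule for genes to name and most of the alternative settings. Each list was tested with camera in limma 3.58.1 with a preset correlation of 0.01 between genes, called at an adjusted p of at most 0.1 over the 36 lists, and tested again with the correlation estimated from the data. Fry, another list test of limma, was run at the same threshold. For each comparison the text names Snca, the 8 risers and 8 fallers with the smallest adjusted p, and for each list described up to 4 called genes with the smallest p or, where none was called, up to 2 genes with the smallest p. Gene models without a name were counted but not named.

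The model was checked on simulated counts with the spread of these data. Of 100 genes given a log2 change of 0.5, edgeR called 52 to 80 over the 5 comparisons, and of 100 given a change of 1 it called 95 to 100, with 12 to 28 false calls. Apart from the surrogate variable, each simulated gene varied independently of the others. This check therefore cannot show how many false calls arise where genes vary together between libraries. The counts of replicate pairs differed by 2.65 to 23.2 times counting error (chi-square per gene), so no library was a copy of another of its group. Replicate numbers were tested as a block, as alternatives with and without the surrogate variable.

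Other alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0, limma voom with sample weights, other filters and thresholds, the libraries of the compared groups alone, and each library left out in turn. Further alternatives were chosen after the data were seen: more surrogate variables, the division of libraries in place of the surrogate variable or with its 4 libraries left out, a fit without TG_SE 2 and 3, and the removal from each library of a trend with GC content and length of the longest transcript. GC content and length came from GENCODE M21 and were known for 12317 of the tested genes. The same transcripts gave, for each gene, the share of words of 50 and of 65 bases found in no other gene. Calls were counted over splits of the libraries into groups of the same sizes, the real split included, 35 for each comparison of 2 groups and 100, the others drawn at random, for the difference between them.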

Results

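RNA from the hippocampus of female mice aged 12 months was sequenced in a design that crossed a transgene with housing. Wildtype mice (WT) and mice carrying the human SNCA gene (TG), which encodes alpha-synuclein, the main protein of the aggregates seen in Parkinson disease, were kept in standard cages (SE) or in an enriched environment (EE). The 4 groups, called WT_SE, WT_EE, TG_SE and TG_EE, held 4 libraries each, and the values were counts of reads per gene. The WT_SE libraries 1 to 4 held 9010506, 9951821, 8802960 and 9841764 counts, and the WT_EE libraries held 8318050, 8009035, 8160016 and 13186492. The TG_SE libraries held 9302652, 5036149, 13360824 and 9955456 counts, and the TG_EE libraries held 8051689, 9924992, 8367842 and 9792349. Of 46925 genes in the table, 12361 had a mean of at least 50 counts and were tested. The labels did not state whether the libraries came from separate mice, so every p-value here measures only the spread between these libraries.

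Libraries WT_SE 1, WT_EE 4, TG_SE 4 and TG_EE 4 stood apart from the other 12 on the first principal component, which held 52.9% of the variance. Each group held 1 of these 4 libraries, and 1249 genes differed between them and the other 12 (edgeR), with 1047 higher and 202 lower. The labels gave no batch that matched this division. The methods of the study left out genes with a technical bias from the sequencing day, without stating the day of each library. The surrogate variable in the model followed it, with values of 0.413 to 0.439 in the 4 libraries and of -0.206 to -0.0791 in the other 12. Each comparison below is also given for the 12 libraries alone, 3 per group, a test chosen after the division was seen.

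**Figure D1:**
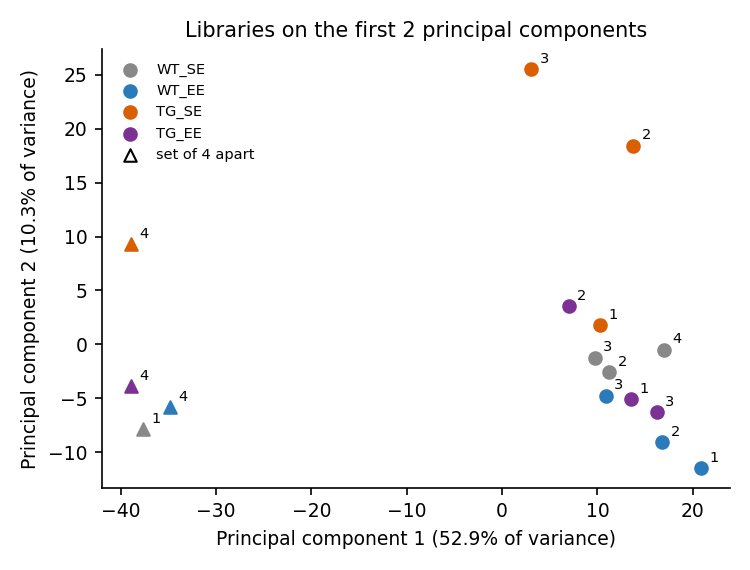
Each point is 1 library placed by its first principal component (horizontal, 52.9% of variance) and its second (vertical, 10.3%), coloured by group and numbered by replicate, with triangles for the 4 libraries that stand apart. The 4 triangles, 1 from each group, lie at -38.9 to -34.9 on the first component, and the other 12 libraries lie at 3.05 to 20.9.

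Snca, the mouse gene for alpha-synuclein, was first examined in each library to learn whether the transgene could be seen. Snca (ENSMUSG00000025889, chromosome 6, 60731575 to 60829855 on the minus strand, GENCODE M21 on GRCm38) was at 792 ± 54.7 CPM (counts scaled to a common library total) in TG_SE (SD, n = 4) against 320.4 ± 20.6 in WT_SE. In enriched housing, Snca was at 688 ± 20.3 CPM in TG_EE and at 317 ± 25.8 in WT_EE. The log2 fold change was 1.31 in standard housing (standard error 0.072, edgeR, adjusted p = 1.94e-10) and 1.12 in enriched housing (standard error 0.071, adjusted p = 4.05e-09). All 8 TG libraries lay above all 8 WT libraries, and leaving out any library kept both calls. Snca was 0.20 log2 lower in TG_EE than in TG_SE, which did not pass (edgeR, adjusted p = 0.153), and the difference between the transgene effects in the 2 housings was -0.19 log2 (adjusted p = 0.558). In WT mice, Snca differed by -0.02 log2 between housings (edgeR, adjusted p = 0.98). The table held no entry for the human gene, so the share of human reads in the Snca counts is unknown.

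**Figure D2:**
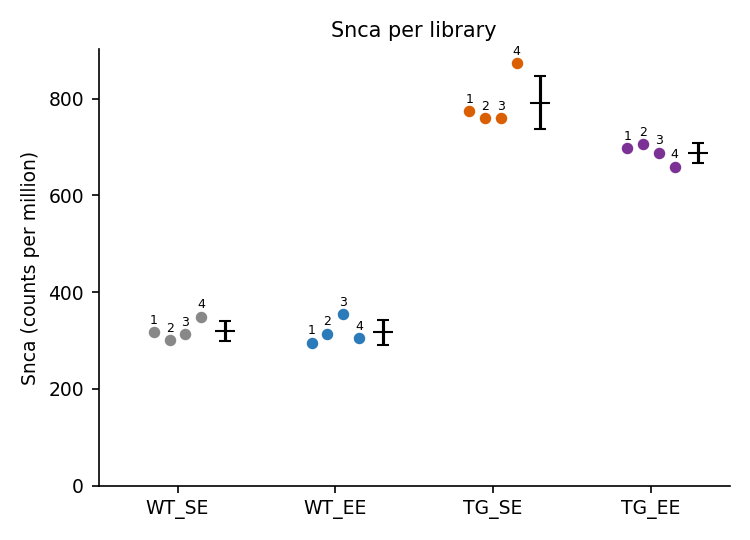
Points give Snca in CPM (vertical) in each of the 16 libraries, numbered by replicate, by group (horizontal), and bars give the mean and SD of the 4 libraries. The TG libraries lie between 660 and 873, and the WT libraries between 296 and 354.

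In standard housing, the transgene comparison asks what SNCA overexpression changes in the hippocampus. In TG_SE against WT_SE, 384 genes changed (edgeR, adjusted p of at most 0.1 and a log2 change of at least 0.3), 167 up and 217 down, with a median size of 0.42 log2. Gpnmb, a glycoprotein of lysosome-rich microglia and macrophages, rose by 1.94 log2, from 4.13 ± 0.568 to 15.4 ± 6.94 CPM (SD, n = 4, edgeR, adjusted p = 0.00339). Blnk, an adaptor protein of B cells and microglia, rose by 1.22 log2 (edgeR, adjusted p = 0.0036), and Aqp4, the water channel of astrocyte endfeet, rose by 0.67 (adjusted p = 0.00348). Acvr1c, an activin-type receptor, rose by 1.01 log2 (edgeR, adjusted p = 0.00271). Nptx2, a pentraxin of excitatory synapses induced by activity, rose by 0.85 (adjusted p = 0.00399). Scg2, a granin of dense-core vesicles, rose by 0.55 log2, from 147 ± 9.63 to 215 ± 20.3 CPM (edgeR, adjusted p = 0.00158), and Syne1, which encodes the nuclear envelope protein nesprin, rose by 0.39 (adjusted p = 0.0036).

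Among the genes that fell in TG_SE against WT_SE, Psrc1 fell by 0.86 log2, from 12.9 ± 1.42 to 7.12 ± 0.443 CPM (SD, n = 4), and Cpne5 fell by 0.82, from 33.7 ± 3.75 to 19.3 ± 2.61 (edgeR, adjusted p = 0.000993 for both). Mfge8 and Mertk, whose products bind dying cells and debris for phagocytosis, fell by 0.67 (edgeR, adjusted p = 0.00199) and by 0.71 log2 (adjusted p = 0.00271). Grik3, a kainate receptor subunit, fell by 0.78, Tnxb, the matrix protein tenascin X, fell by 0.63, and Mgat5b, a glycosyltransferase, fell by 0.54 log2 (edgeR, adjusted p = 0.00339 for each). Kirrel2, an adhesion molecule, fell by 0.99 log2 (edgeR, adjusted p = 0.00414). None of these 16 most significant genes, Snca included, lost its call when any 1 library was left out. The count of 384 depended on the libraries more than those genes did: it was 64 without WT_SE 1, 142 without WT_SE 2, 164 without WT_SE 3, 1019 without TG_SE 1, 252 without TG_SE 3 and 165 without TG_SE 4. Among the 12 libraries alone, edgeR called 5 genes. All 382 of the calls tested there kept their sign, with a median of 0.41 log2 beside 0.42, though these libraries also entered the calls. When a trend with GC content and transcript length was removed from each library, an alternative chosen after the data were seen, 201 of the 384 calls remained, those of these 16 genes among them.

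Reactive astrocyte, complement, interferon and microglia genes were higher in TG_SE than in WT_SE, and unevenly so among the TG_SE libraries. All 7 measured reactive astrocyte genes had a higher mean, with a median of 0.89 log2 (camera, adjusted p = 4.75e-05, and adjusted p = 0.437 with an estimated correlation). Of these 7, 3 rose, both over all genes and adjusted over the list alone. Gfap, the intermediate filament of astrocytes, rose from 419 ± 17.3 to 1204 ± 707 CPM (SD, n = 4), S100a6, a calcium-binding protein, rose by 1.25 log2, and the filament gene Vim rose by 0.99 (edgeR, adjusted p = 0.0687, 0.0289 and 0.0594). All 11 measured complement genes were higher, with a median of 0.55 log2 (camera, adjusted p = 5.58e-05, and adjusted p = 0.51 with an estimated correlation), and 3 rose over all genes and 7 adjusted over the list alone. These 3 were Serping1, the inhibitor of the first complement component, which rose by 0.88 log2, and the near-identical copies C4a and C4b, which rose by 1.32 and 1.33 (edgeR, adjusted p = 0.034, 0.0895 and 0.0965). Reads that match both C4 copies can be counted in either, so they are not separate evidence.

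Of 16 antigen presentation and interferon-induced genes, 15 were higher in TG_SE, with a median of 0.97 log2 (camera, adjusted p = 8.1e-05, and adjusted p = 0.589 with an estimated correlation). Over all genes edgeR called 0 of the 16, DESeq2 with the surrogate variable 3 and limma voom with sample weights 0, while 8 had an unadjusted p under 0.05 (edgeR) and 12 passed adjusted over the list alone. Bst2, an interferon-induced membrane protein, was 2.39 log2 higher (edgeR, adjusted p = 0.142), with 55.46 CPM in TG_SE 3 and 2.88 to 9.72 in the other 3, and missed the minimum count without TG_SE 3. Stat2, a transcription factor of the interferon response, was 0.47 higher (adjusted p = 0.156), or 0.15 without TG_SE 3. Of 18 microglia markers, 16 were higher with a median of 0.25 log2 (camera, adjusted p = 0.000902, and adjusted p = 0.589 with an estimated correlation), and 1 rose over all genes and 7 adjusted over the list alone. That gene was Aif1, the actin-binding protein known as IBA1, which rose by 0.93 log2 (edgeR, adjusted p = 0.0623). General astrocyte markers did not pass as a list (median -0.05 log2, camera, adjusted p = 0.434, with 2 up and 1 down adjusted over the list alone). Over all genes, Aqp4 and Sox9 rose, by 0.67 and 0.35 log2, and Fgfr3 fell by 0.39 (edgeR, adjusted p = 0.00348, 0.0895 and 0.0482).

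The TG_SE libraries differed among themselves in these glial genes. The mean of the reactive astrocyte list was 6.10, 4.63, 5.57 and 5.38 log2 CPM in TG_SE 1 to 4, and 4.40 to 4.96 in the 8 WT libraries, so TG_SE 2 lay within the range of the WT libraries. The interferon list had a mean of 6.05 in TG_SE 3 and of 3.48 to 4.14 in the other 15 libraries. TG_SE 1 also had a mean of 4.70 for meningeal markers, against 3.49 to 3.94 in the other 15, and TG_SE 2 had the lowest total count. TG_SE 4 had the highest limma voom sample weight of the 16 libraries, 2.07. TG_SE 2 also had the highest share of mitochondrial counts, 11.6% against 7.96 to 10.1% in the other 15, and the lowest limma voom sample weight, 0.331, with TG_SE 1 and TG_SE 3 next at 0.452 and 0.457. Across genes, which are not independent, its deviation correlated with GC content at -0.619, against -0.267 to 0.213 in the other 15. Without TG_SE 3, the interferon list (median 0.06 log2, camera, adjusted p = 0.659) and the microglia list (0.04, adjusted p = 0.372) no longer passed, the median of the complement list was 0.21, Aif1 was 0.49 log2 higher, C4a 0.86 higher and C4b 0.88 higher, and none of these 3 genes passed. Gfap, C4a, C4b, Vim, S100a6, Serping1, Aif1, Sox9 and Fgfr3 each also lost their edgeR call without WT_SE 1, at an adjusted p of up to 0.239. Of the 16 omissions, 14 ended the calls of C4a and C4b, 10 that of Sox9, 6 those of Gfap and Vim, 5 those of Aif1 and Fgfr3, 3 that of Serping1 and 1 that of S100a6. The lists of reactive astrocyte and complement genes kept theirs in every one.

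**Figure D3:**
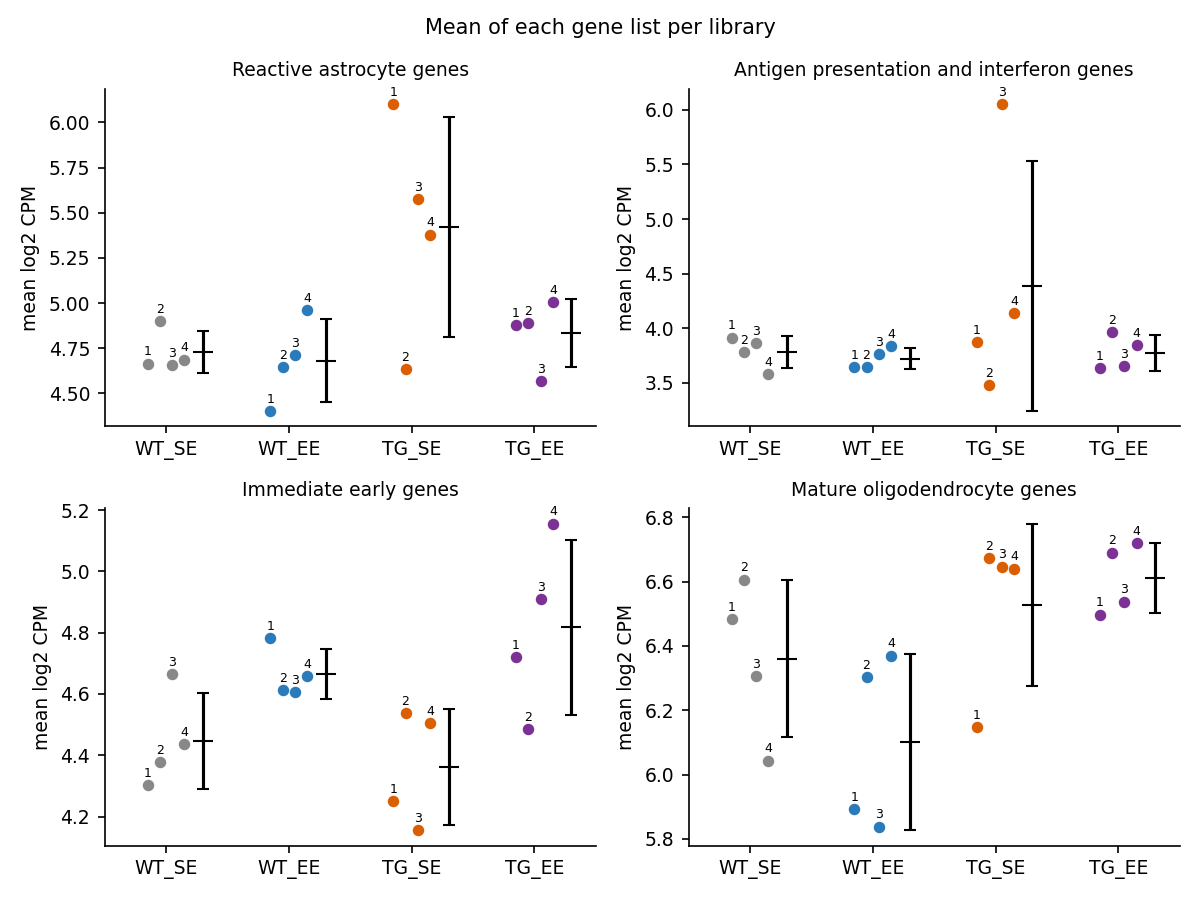
Points give the mean log2 CPM (vertical) of 4 gene lists in each library, numbered by replicate, by group (horizontal), with bars for the mean and SD of the 4 libraries. Reactive astrocyte genes reach 6.10 in TG_SE 1 and interferon genes 6.05 in TG_SE 3, while immediate early genes are highest in TG_EE 4, at 5.16, and mature oligodendrocyte genes lie at 6.50 to 6.72 in TG_EE and at 5.84 to 6.37 in WT_EE.

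Neuronal genes changed in TG_SE against WT_SE without a shared direction in their lists. Of 16 genes for GABA receptors and transporters, 1 rose and 3 fell, over all genes and adjusted over the list alone (camera, adjusted p = 0.64). Gabrd, the delta subunit of extrasynaptic GABA-A receptors, fell by 0.73 log2, from 29.6 ± 2.78 to 18.2 ± 3.47 CPM (SD, n = 4, edgeR, adjusted p = 0.00507). The GABA transporter genes Slc6a11 and Slc6a1 fell by 0.47 and 0.31 (edgeR, adjusted p = 0.0157 and 0.0842), and Gabrg2, the gamma subunit of synaptic receptors, rose by 0.38 (adjusted p = 0.02). Of 20 glutamate receptor genes, Grik3 and the metabotropic receptor gene Grm4 fell, the latter by 0.47 log2 (edgeR, adjusted p = 0.095), as did 2 adjusted over the list alone (camera, adjusted p = 0.292). Of 25 immediate early genes, which neurons induce with activity, 4 rose over all genes and adjusted over the list alone: Nptx2, the cyclooxygenase gene Ptgs2 by 0.68 log2, Ier5 by 0.59 and the neurotrophin gene Bdnf by 0.58 (edgeR, adjusted p = 0.00399, 0.0141, 0.0132 and 0.00671). As a list they did not pass (camera, adjusted p = 0.628), and the median of -0.14 log2 and the direction of the camera test differed in sign. Without WT_SE 1, Slc6a11, Slc6a1, Gabrg2, Grm4 and Ier5 lost their calls, the highest adjusted p being 0.309 for Slc6a1, and several other omissions ended those of Slc6a1 and Grm4.

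In TG_SE against WT_SE, of 12 clock genes driven through E-boxes, 10 were lower, with a median of -0.24 log2 (camera, adjusted p = 0.000599, and adjusted p = 0.51 with an estimated correlation), and 1 rose and 3 fell, or 1 and 4 adjusted over the list alone. Per1, Per3 and Hlf fell by 0.49, 0.46 and 0.46 log2 (edgeR, adjusted p = 0.0632, 0.0478 and 0.0587), and the repressor gene Bhlhe41 rose by 0.36 (adjusted p = 0.0636). Of 76 nuclear genes of the respiratory chain, 64 were higher by a median of 0.10 log2 (camera, adjusted p = 2.83e-06, and adjusted p = 0.589 with an estimated correlation). Ndufc1 of complex I was the 1 that rose, by 0.35 (edgeR, adjusted p = 0.0973), or 2 adjusted over the list alone. Of 13 cytosolic heat shock genes, 12 were higher by a median of 0.20 log2 (camera, adjusted p = 0.000151, and adjusted p = 0.264 with an estimated correlation). The chaperone gene Hsph1 rose by 0.35 (edgeR, adjusted p = 0.0217), or 2 genes adjusted over the list alone. Of 12 glucocorticoid-induced genes, 11 were lower by a median of -0.14 log2 (camera, adjusted p = 0.0105, and adjusted p = 0.51 with an estimated correlation). Of these, Tsc22d3, a leucine zipper gene, fell by 0.60 (edgeR, adjusted p = 0.0339), and 4 fell adjusted over the list alone.

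In all, camera called 13 of 36 lists in TG_SE against WT_SE, 9 up and 4 down, and none held with an estimated correlation, where the lowest adjusted p was 0.264. The others were lysosome and autophagy genes, oligodendrocyte genes and mitochondrially encoded genes, higher by medians of 0.11, 0.14 and 0.13 log2 (adjusted p = 0.00303, 0.0351 and 0.0667, and 0.589, 0.668 and 0.668 with an estimated correlation). Neocortical and red blood cell markers were lower by medians of -0.24 and -0.36 (camera, adjusted p = 0.0167 and 0.0497, and 0.266 and 0.589 with an estimated correlation). Of 23 genes that the study names in its text, S100a6, Gfap and C4b rose and Per3 and Npas2 fell, Npas2 by 0.38 log2 (edgeR, adjusted p = 0.0951), while 7 rose and 3 fell adjusted over the list alone. As those genes were picked from these samples, this is not independent evidence. Single libraries ended several of these calls: without WT_SE 1, Per1, Per3, Hlf, Bhlhe41, Ndufc1, Hsph1 and Npas2 no longer passed, the highest adjusted p being 0.313 for Npas2, and without WT_SE 2 Tsc22d3 did not (edgeR, adjusted p = 0.104). The lysosome list was lost without TG_SE 3 (camera, adjusted p = 0.202), and the oligodendrocyte list without WT_SE 4 (0.477), TG_SE 2 (0.286) or TG_SE 3 (0.229). The mitochondrially encoded list was lost without WT_SE 3 (0.146), WT_SE 4 (0.125), TG_SE 2 (0.836) or TG_SE 3 (0.113), its direction turned without TG_SE 2, and without both TG_SE 2 and 3 it passed as lower (0.0737). With the latter 2 left out the oligodendrocyte list turned too (camera, adjusted p = 0.615), and with 3 surrogate variables both lists turned (0.553 and 0.141 for the mitochondrially encoded one). The blood list was lost without WT_SE 1 (0.122), WT_SE 3 (0.337) or TG_SE 4 (0.422).

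In enriched housing, the transgene comparison asks whether the same change follows SNCA overexpression there. In TG_EE against WT_EE, Snca was the 1 gene called (edgeR), with 637 genes at an unadjusted p under 0.05 where chance would give 618. Among the 12 libraries alone edgeR called Snca only, at 1.12 log2, with 417 genes at an unadjusted p under 0.05. DESeq2 with the surrogate variable called 2 genes and limma voom with sample weights 1, and edgeR called 2 without WT_EE 2, Mag being the other (adjusted p = 0.0136). All 16 genes of mature oligodendrocytes and myelin were higher, by a median of 0.50 log2 (camera, adjusted p = 5.81e-33, and adjusted p = 0.0853 with an estimated correlation, so this call held), and all 16 passed adjusted over the list alone. Mag, an adhesion protein of myelin, was at 189 ± 17.0 CPM in TG_EE against 131 ± 24.4 in WT_EE (SD, n = 4), and Mbp, myelin basic protein, was at 2433 ± 168 against 1794 ± 260 (edgeR, adjusted p = 0.349 and 0.371 over all genes). By fry, 0 of the 36 lists passed in this comparison, this one included. The mean of this list was 6.50, 6.69, 6.54 and 6.72 log2 CPM in TG_EE 1 to 4 and 5.89, 6.30, 5.84 and 6.37 in WT_EE 1 to 4. With the surrogate variable removed, WT_EE lay farthest from the mean of all libraries, at -0.291 ± 0.221 log2 (SD, n = 4). WT_SE lay at -0.041 ± 0.225, TG_SE at 0.120 ± 0.241 and TG_EE at 0.212 ± 0.083.

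Smaller shifts ran through whole lists in TG_EE against WT_EE. Of 78 ribosomal protein genes all were higher, by a median of 0.10 log2, and of 76 respiratory chain genes 75 were, by 0.09 (camera, adjusted p = 2.82e-11 for both, and 0.633 and 0.481 with an estimated correlation). In these lists edgeR, DESeq2 and limma voom each called 0 genes, with 1 ribosomal and 6 respiratory chain genes at an unadjusted p under 0.05 (edgeR), and 0 passed adjusted over the list alone. Rps18 and Rps21 were 0.19 and 0.16 log2 higher (edgeR, adjusted p = 0.923 and 0.949), the latter 0.10 without TG_EE 2, and Ndufb4 and Cox6a1 0.18 and 0.17 higher (adjusted p = 0.92 for both). Of 25 immediate early genes, 19 were higher by a median of 0.19, led by Fosb at 0.58 and Gadd45b at 0.41 log2 (camera, adjusted p = 0.0178, and adjusted p = 0.623 with an estimated correlation). Of 8 markers of dentate granule cells, 7 were lower by a median of -0.19, with Prox1 at -0.28 and C1ql3 at -0.26 (camera, adjusted p = 0.0178, and adjusted p = 0.481 with an estimated correlation). These 4 genes did not pass (edgeR, adjusted p = 0.869, 0.92, 0.949 and 0.949), and no gene of the 2 lists did by any of the 3 tools or adjusted over the list alone, with 3 and 0 at an unadjusted p under 0.05 (edgeR). In all, 12 lists were called, 7 up and 5 down, and 1 of them held with an estimated correlation. Of the remaining lists, interneuron, neocortical and lysosome genes were higher by 0.05, 0.16 and 0.06 log2 (camera, adjusted p = 0.0489, 0.0178 and 0.0178, and 0.441, 0.269 and 0.674 with an estimated correlation). Blood, endothelial, GABA and glutamate receptor genes lay lower, at -0.36, -0.07, -0.07 and -0.10 (camera, adjusted p = 0.00254, 0.0489, 0.0178 and 0.0178, and 0.441, 0.441, 0.633 and 0.441 with an estimated correlation). Left out in turn, single libraries ended 8 of the 12 list calls, but not those of the oligodendrocyte, respiratory chain, ribosomal or blood lists. The immediate early list was lost without TG_EE 3 (camera, adjusted p = 0.178) or TG_EE 4 (0.371), and the dentate granule list without WT_EE 4 (0.108) or TG_EE 2 (0.154). The others were lost without WT_EE 1 (glutamate receptors 0.111, GABA 0.157, lysosome 0.111), WT_EE 2 (interneuron 0.156), WT_EE 3 (neocortical 0.108, endothelial 0.398, interneuron 0.181), WT_EE 4 (endothelial 0.108, interneuron 0.244), TG_EE 2 (lysosome 0.142, GABA 0.238, endothelial 0.184) or TG_EE 4 (interneuron 0.107).

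In wildtype mice, the housing comparison asks what enrichment changes without the transgene. In WT_EE against WT_SE, 2 genes rose and none fell (edgeR), with 964 genes at an unadjusted p under 0.05. Nptx2 rose by 0.85 log2, from 17.4 ± 2.31 to 31.1 ± 4.26 CPM (SD, n = 4, edgeR, adjusted p = 0.0594), and Bdnf rose by 0.56, from 31.8 ± 4.43 to 46.9 ± 4.34 (adjusted p = 0.0977). All 4 WT_EE libraries lay above all WT_SE libraries for both genes. DESeq2 with the surrogate variable called 26 genes and limma voom with sample weights called 305. Both genes also rose in TG_SE against WT_SE, a comparison that uses the same WT_SE libraries.

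Immediate early and dentate granule genes were higher in WT_EE, and interneuron, neocortical and oligodendrocyte genes lower. Of 25 immediate early genes, 21 were higher by a median of 0.15 log2, and all 8 dentate granule markers were higher by 0.32 (camera, adjusted p = 1.05e-06 and 2.83e-05, and 0.257 for both with an estimated correlation). Adjusted over the list alone, 3 and 4 of them passed, and over all genes 2 and 0 did (edgeR, with 4 dentate markers at an unadjusted p under 0.05, and 4 called by limma voom and 0 by DESeq2). Trpc6, a cation channel gene, and Plk5, a kinase gene, were 0.51 and 0.55 log2 higher (edgeR, adjusted p = 0.428 and 0.492). All 13 interneuron markers were lower by a median of -0.14, and all 5 neocortical markers by -0.26 (camera, adjusted p = 1.82e-06 and 0.000342). Both of these calls held, with adjusted p = 0.0442 for both with an estimated correlation, and adjusted over the list alone 3 and 1 of their genes passed. Pvalb and Vip, which mark separate interneuron classes, lay at -0.42 and -0.48 log2, and the layer markers Cux2 and Fezf2 at -0.48 and -0.26 (edgeR, adjusted p = 0.323, 0.428, 0.337 and 0.446). All 16 oligodendrocyte genes were lower by a median of -0.26, with Apod at -0.33 and Ppp1r14a at -0.43 (camera, adjusted p = 1.05e-06, and adjusted p = 0.651 with an estimated correlation). Apod and Ppp1r14a did not pass (edgeR, adjusted p = 0.554 and 0.591), and 0 of the 16 passed by edgeR, DESeq2 or limma voom or adjusted over the list alone, with 4 at an unadjusted p under 0.05 (edgeR).

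Camera called 11 lists in WT_EE against WT_SE, 4 up and 7 down, of which 2 held with an estimated correlation. All 78 ribosomal protein genes were lower by a median of -0.13 log2, and respiratory chain, glucocorticoid-induced and clock genes were lower by -0.07, -0.20 and -0.10 (camera, adjusted p = 1.78e-14, 9.03e-05, 0.0022 and 0.0827, and 0.651, 0.725, 0.359 and 0.725 with an estimated correlation). Blood and GABA genes were higher by 0.30 and 0.07 (camera, adjusted p = 0.00907 and 0.0864, and 0.651 and 0.725 with an estimated correlation). The 2 gene calls were not stable: Nptx2 and Bdnf both lost theirs without WT_SE 1, WT_SE 2, WT_EE 2 or WT_EE 4, with an adjusted p of up to 0.525 and 0.602, or without TG_EE 1, TG_EE 2 or TG_EE 3. Bdnf also lost it without WT_SE 3, WT_EE 3 or TG_SE 4, and edgeR called 34 genes without WT_SE 4, 24 without WT_EE 1, 22 without TG_SE 2, 11 without TG_SE 1 and 8 without TG_SE 3. Among the 12 libraries alone edgeR called none, with 462 genes at an unadjusted p under 0.05. Of the lists, the call of the respiratory chain ended without WT_EE 1 (camera, adjusted p = 0.219), that of blood without WT_SE 4 (0.24), and those of the clock and GABA lists without any of 5 and 6 libraries, WT_EE 2 among them (0.674 and 0.225).

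In TG mice, the housing comparison asks what enrichment changes in the presence of the transgene. In TG_EE against TG_SE, 254 genes changed (edgeR), 152 up and 102 down, with a median size of 0.41 log2 and 2159 genes at an unadjusted p under 0.05. Psrc1 rose by 0.83 log2, from 7.12 ± 0.443 to 12.6 ± 0.920 CPM (SD, n = 4, edgeR, adjusted p = 0.00386), and Cpne5 rose by 0.76, from 19.3 ± 2.61 to 32.2 ± 3.53 (adjusted p = 0.00552). Gabrd rose by 0.73 log2, Camkk2, a calcium/calmodulin-dependent kinase kinase, by 0.59 and Cdr2l by 0.50 (edgeR, adjusted p = 0.0105 for each). Slc30a3, the zinc transporter of synaptic vesicles, rose by 0.48, the Rho exchange factor gene Ngef by 0.44 and the kinase gene Akt2 by 0.42 (edgeR, adjusted p = 0.0105 for each). Among those that fell, Rida fell by 0.68, the potassium channel subunit gene Kcne1l by 1.48, Scrg1 by 0.53, and Aqp4 by 0.56 log2 (edgeR, adjusted p = 0.0105, 0.0202, 0.0202 and 0.0208). The galectin gene Lgals1 fell by 0.81, Megf11 by 0.47, Syne1 by 0.31 and Pkia, an inhibitor of protein kinase A, by 0.32 (edgeR, adjusted p = 0.0232, 0.0274, 0.0318 and 0.0392).

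Immediate early genes were higher in TG_EE than in TG_SE, and reactive astrocyte, complement, interferon and microglia genes lower. Of 25 immediate early genes, 20 were higher by a median of 0.43 log2 (camera, adjusted p = 1.24e-06, and adjusted p = 0.538 with an estimated correlation), and 2 rose over all genes and 13 adjusted over the list alone. Fosb rose by 1.16, from 4.47 ± 1.74 to 10.4 ± 1.42 CPM (SD, n = 4), and Egr3 by 0.84 log2 (edgeR, adjusted p = 0.0202 and 0.0869). All 7 reactive astrocyte genes and all 11 complement genes were lower, by medians of -0.95 and -0.37 (camera, adjusted p = 0.000122 and 0.000112, and 0.538 for both with an estimated correlation). S100a6 fell by 1.27, Vim by 1.02 and Serping1 by 0.92 log2 (edgeR, adjusted p = 0.0398, 0.0753 and 0.0403), and adjusted over the list alone 4 genes of each list fell. Of 16 interferon-related genes, 15 were lower by a median of -0.99, and of 18 microglia markers 14 were lower by -0.25 (camera, adjusted p = 6.12e-05 and 0.00548, and 0.648 for both with an estimated correlation). Over all genes edgeR called 0 of these 2 lists (9 and 6 at an unadjusted p under 0.05), DESeq2 called 3 and 1 and limma voom 0 and 1. Tapbp, Bst2, Siglech and P2ry12 lay at -0.53, -2.26, -0.48 and -0.29 log2 (edgeR, adjusted p = 0.155, 0.176, 0.131 and 0.135; without TG_SE 3, Tapbp at -0.19, Siglech at -0.23 and Bst2 under the minimum count), and adjusted over the list alone 12 and 5 fell. General astrocyte markers did not pass (median -0.03 log2, 10 of 18 lower, camera, adjusted p = 0.491). Nor did oligodendrocyte genes (median 0.07, 11 of 16 higher, camera, adjusted p = 0.166), though Mag rose by 0.43 log2 (edgeR, adjusted p = 0.0515), as did 2 genes adjusted over the list alone. Mag lost its call without TG_SE 3, TG_SE 4 or any TG_EE library, at an adjusted p of up to 0.153.

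In TG_EE against TG_SE, all 6 CA1 pyramidal cell markers were higher by a median of 0.24 log2 (camera, adjusted p = 0.000689, and adjusted p = 0.538 with an estimated correlation). Fibcd1 and Wfs1 rose by 0.36 and 0.45, as did these 2 adjusted over the list alone (edgeR, adjusted p = 0.0411 and 0.0679). Of 16 GABA genes, Gabrd and Slc6a11 rose, the latter by 0.36, and Gabra2, an alpha receptor subunit gene, fell by 0.38 (edgeR, adjusted p = 0.0715 and 0.0457), with the same 2 and 1 adjusted over the list alone (camera, adjusted p = 0.619). Of the glutamate receptors, Grik3 rose by 0.61 log2, the 1 gene to pass over all genes and adjusted over the list alone (edgeR, adjusted p = 0.0318; camera, adjusted p = 0.768). Of 76 respiratory chain genes, 53 were lower by a median of -0.08 (camera, adjusted p = 0.000656, and adjusted p = 0.776 with an estimated correlation). Cox5b and Cox5a fell by 0.34 and 0.35, as did 3 genes adjusted over the list alone (edgeR, adjusted p = 0.0839 and 0.097). Of the 23 genes the study names, Nr1d1, a clock repressor, and Ndrg1 rose by 0.42 and 0.35, and S100a6 fell (edgeR, adjusted p = 0.0433, 0.0457 and 0.0398), with 6 up and 4 down adjusted over the list alone, which is not independent evidence. Nr1d1 shares 8.55% of its exon bases with Thra on the opposite strand.

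Camera called 12 lists in TG_EE against TG_SE, 3 up and 9 down, and none held with an estimated correlation, where the lowest adjusted p was 0.538. The other lists were mitochondrially encoded, ribosomal, meningeal and heat shock genes, lower by -0.20, -0.08, -0.63 and -0.14 log2 (camera, adjusted p = 0.000733, 0.00876, 0.0115 and 0.0839, and 0.648, 0.776, 0.648 and 0.538 with an estimated correlation). Blood genes were higher by 0.30 (camera, adjusted p = 0.0755, and 0.648 with an estimated correlation). Of the 16 most significant genes, 13 kept their call in every omission of a library in which they were tested, which for Kcne1l was 15 of the 16 omissions. Megf11 lost its call without TG_SE 3, Syne1 without TG_SE 3 or TG_EE 2, and Pkia without TG_SE 2, TG_EE 2 or TG_EE 4 (edgeR, adjusted p of up to 0.109, 0.11 and 0.109). The count was 43 without TG_SE 3, 1121 without TG_SE 1, 163 without WT_SE 1, 95 without TG_SE 4, and 66, 157, 71 and 85 without TG_EE 1 to 4, and camera called 20 lists without TG_SE 2. Without TG_SE 3 the interferon and microglia lists no longer passed (medians -0.07 and 0.03 log2, camera, adjusted p = 0.555 and 0.861), nor did Serping1, Vim, Egr3, Fibcd1, Wfs1, Grik3, Slc6a11, Gabra2, Nr1d1, Ndrg1, Cox5a and Cox5b, the highest adjusted p being 0.241 for Cox5b. S100a6 lost its call without TG_EE 1, TG_EE 3 or TG_EE 4, the meningeal list without TG_SE 1 (camera, adjusted p = 0.815), the mitochondrially encoded list without TG_SE 2 (0.209), and the ribosomal list without TG_SE 3 (0.919, its direction turned) or TG_EE 3 (0.355). In all, 7 of the 12 list calls were lost without at least 1 library. With 3 surrogate variables the ribosomal list passed as higher (camera, adjusted p = 3.12e-10), and the respiratory chain and mitochondrially encoded lists turned (0.435 and 0.318). Without both TG_SE 2 and 3 the ribosomal and mitochondrially encoded lists turned (camera, adjusted p = 0.232 and 0.824). Among the 12 libraries alone edgeR called none of the genes (smallest adjusted p = 0.113), with 1452 genes at an unadjusted p under 0.05. All 252 of the calls tested there kept their sign, with a median of 0.42 log2 beside 0.41, though these libraries also entered the calls. When the trend with GC content and length was removed, 80 of the 254 calls remained, without those of Aqp4 and Pkia.

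Some of the genes called in TG_SE against WT_SE were also called with enrichment in TG mice. Of the 107 genes called in both TG_SE against WT_SE and TG_EE against TG_SE, all 107 had opposite directions. Aqp4 and Syne1 were among the 52 that rose with the transgene and fell with enrichment, and Psrc1, Cpne5 and Gabrd were among the 55 that fell and then rose. The 2 comparisons share the TG_SE libraries, which by itself sets them against each other. Across the 12361 genes, which are not independent replicates, Pearson's r between the 2 fold changes was -0.738 and the covariance -0.0269, where simulated groups with no effect gave an r of -0.515 (-0.552 to -0.461) and a covariance of -0.0103. With 2 TG_SE libraries in each comparison, the 6 divisions gave 7, 39, 51, 17, 28 and 0 genes called in both, of which 7, 39, 39, 17, 27 and 0 were opposite, where independent lists would share 0.46, 10.8, 16.3, 1.73, 8.74 and 0. Of the genes called in the first comparison, 63.4 to 83.3% then had the opposite sign in the second, with a median of -0.16 to -0.08 log2, beside -0.30 with shared libraries. There r over the 6 divisions averaged -0.0430 and the covariance -0.00242, beside 0.275 and 0.0116 in simulated groups without an effect. With the surrogate variable removed first, the divided libraries gave an r of -0.293 and a covariance of -0.0138 (-0.0171 to -0.00884), and simulated groups without an effect gave -0.000795 (-0.00219 to 0.000516). In 10 simulated sets without an effect, edgeR called at most 2 and 4 genes in the 2 comparisons and none in both. In all these simulations each gene varied independently of the others, apart from the surrogate variable.

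Over the genes called in standard housing, the transgene effect in enriched housing, a comparison that shares no library with the first, lay near 0. For the 383 genes besides Snca, the median change in the called direction was 0.02 log2 in TG_EE against WT_EE, with 218 genes (56.9%) of the same sign, against 0.42 in TG_SE against WT_SE, a value that selection of the genes inflates. Against the mean of WT_EE, the 4 TG_EE libraries gave 0.05, 0.03, 0.02 and 0.00 log2, and against the mean of WT_SE the TG_SE libraries gave 0.36, 0.40, 0.49 and 0.45. Nptx2 was at 31.1 ± 4.26 CPM in WT_EE and 30.95 ± 8.28 in TG_SE, Gabrd was at 29.6 ± 3.07 in TG_EE and 29.6 ± 2.78 in WT_SE, and Gfap was at 499.7 ± 24.9 in TG_EE and 504 ± 86.1 in WT_EE (SD, n = 4). The same 383 genes had a median of 0.11 log2 in the called direction in WT_EE against WT_SE, with 282 (73.6%) of the same sign. The value near 0 in TG_EE against WT_EE thus depends on the level of WT_EE too. TG_SE against WT_SE uses the same WT_SE libraries, which by itself favours the same sign, so an effect of housing cannot be told from this. The 254 genes called in TG_EE against TG_SE had a median of 0.06 log2 in the same direction in WT_EE against WT_SE, with 162 (63.8%) of the same sign. Left out in turn, single libraries put the median in TG_EE against WT_EE at -0.01 to 0.04 log2, with the lowest value without WT_EE 1 and the highest without WT_SE 2.

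**Figure D4:**
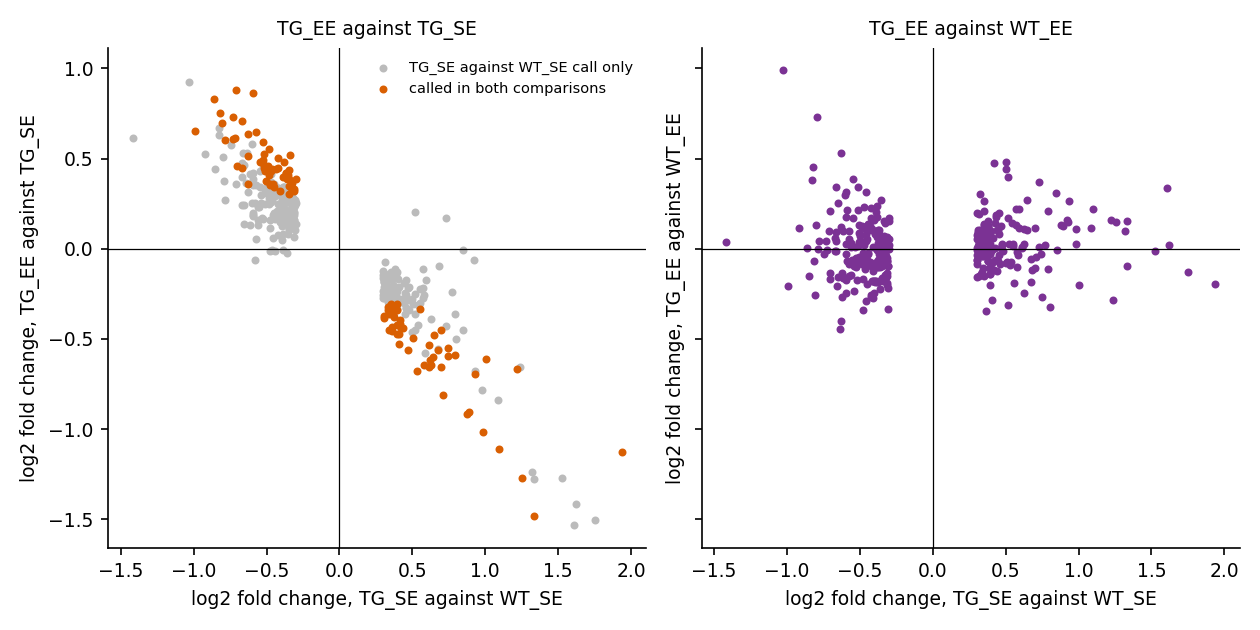
Each point is 1 of the 383 genes called in TG_SE against WT_SE besides Snca, with its log2 fold change there (horizontal) and in TG_EE against TG_SE (vertical, left panel) or TG_EE against WT_EE (vertical, right panel). On the left, where orange marks the 107 genes called in both, 7 of 383 points have the same sign on both axes, and on the right, where no library is shared, 218 do.

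The last comparison asks whether the transgene effect differs between housings. The difference, the effect in enriched minus that in standard housing, passed for 56 genes (edgeR), 35 of them positive and 21 negative, with a median size of 0.66 log2 and 1217 genes at an unadjusted p under 0.05. Among the positive, Psrc1 differed by 0.87, Cpne5 by 0.75, Ngef by 0.56, the neurexophilin gene Nxph3 by 1.17, and the active zone gene Rims3 by 0.91 log2 (edgeR, adjusted p = 0.0588 for each). The complexin gene Cplx3 differed by 2.02, the nicotinic receptor subunit gene Chrna4 by 0.93 and Dock5 by 1.09 log2 (edgeR, adjusted p = 0.0588 for each). Among the negative, Gpnmb differed by -2.13, Acvr1c by -1.21, Aqp4 by -0.73 and the cadherin gene Cdh9 by -0.71 log2, Scg2 by -0.53, Syne1 by -0.53, Rab40b by -0.52 and Pkia by -0.48 (edgeR, adjusted p = 0.0588 for each). Of these 56 genes, 42 were also called in TG_SE against WT_SE, whose effect enters this difference with its sign turned. Cplx3 was at 9.20 ± 4.09 CPM in WT_SE, 4.34 ± 0.738 in WT_EE, 4.33 ± 1.19 in TG_SE and 8.51 ± 2.20 in TG_EE (SD, n = 4). Nxph3 and Chrna4 were likewise lowest in WT_EE and TG_SE. The mean of the 5 neocortical markers was also lower there, at 4.41 to 4.58 log2 CPM in those 8 libraries and at 4.58 to 4.83 in the 8 of WT_SE and TG_EE.

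In that difference between the transgene effects, all 5 neocortical markers were positive by a median of 0.40 log2 (camera, adjusted p = 0.00061, and adjusted p = 0.0509 with an estimated correlation, so this call held), and 3 passed adjusted over the list alone. Cux2 and Fezf2 differed by 0.76 and 0.40 log2 (edgeR, adjusted p = 0.11 and 0.212). All 16 oligodendrocyte genes were positive by 0.35, among them Mag at 0.58 and Mbp at 0.55 (edgeR, adjusted p = 0.126 and 0.131), with 3 passing adjusted over the list alone (camera, adjusted p = 1.3e-05, and adjusted p = 0.539 with an estimated correlation). Nptx2, Bdnf and Ptgs2 differed by -0.86, -0.68 and -0.80, the receptor genes Gabrd and Grik3 by 0.72 and 0.82, and Ndrg1 by 0.55 (edgeR, adjusted p = 0.073, 0.0588, 0.0794, 0.0924, 0.0588 and 0.0588). Of 11 complement and 16 interferon genes, 11 and 15 were negative by medians of -0.47 and -0.93 (camera, adjusted p = 0.00209 for both, and 0.539 and 0.672 with an estimated correlation). Serping1 lay at -0.75, C4a at -1.22, Tapbp at -0.50 and Stat2 at -0.47 (edgeR, adjusted p = 0.414, 0.472, 0.546 and 0.556). In these 2 lists 0 genes passed by edgeR, DESeq2 or limma voom or adjusted over the list alone, with 3 and 0 at an unadjusted p under 0.05 (edgeR). In all, 13 lists were called, 6 positive and 7 negative, of which 1 held with an estimated correlation. Of the 13, 9 lost their call without at least 1 library. No call of a gene named here survived the omission of every library. The count was 0 without WT_SE 1, WT_SE 2, WT_SE 3, WT_EE 4, TG_SE 4, TG_EE 2 or TG_EE 4 (edgeR). It was 9 without WT_EE 2, 10 without TG_EE 3, 148 without WT_SE 4, 144 without TG_SE 1 and 181 without TG_SE 2. Without TG_SE 3 the complement and interferon lists no longer passed (camera, adjusted p = 0.122 and 0.901, the latter turned in direction), and Serping1 lay at -0.50, C4a at -0.77, Tapbp at -0.17 and Stat2 at -0.15 log2. Among the 12 libraries alone edgeR called none, with 646 genes at an unadjusted p under 0.05. All 56 genes kept their sign there, with a median of 0.62 log2 beside 0.66, though these libraries also entered the calls.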

Values the study reported

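For mice of 12 months under standard housing, the study reported 495 genes that differed between TG and wildtype hippocampus. It reported 347 genes that responded to enrichment in TG mice of that age. For wildtype mice it gave 41 genes that differed with enrichment, without stating the age beside that number. The study kept 12,922 genes after leaving out transcripts with fewer than 50 reads, and called genes at an adjusted p of 0.1 with a log2 fold change of 0.3.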

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

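The tests of the depth, genotype and housing of TG_SE 2, of the share of neurons, of GC content as the whole cause, and with the surrogate variable or a trend with GC content and length removed were chosen only after the results they bear on were seen. In each group of 4 libraries, 1 library was counted as apart where its gap to the nearest other took most of the range of the group (Dixon's test), which chance gives in about 1 in 20 groups. Over 90 genes, 18 lists, the totals and the mitochondrial shares this held in 34 of 440 groups, where chance gives 22, most often for WT_SE 4 and TG_SE 1, at 5 times each, and TG_EE 4, at 4 times. Above the others, in CPM, were Snca at 873.1 in TG_SE 4, Tapbp at 50.02, Bst2 at 55.5 and Apod at 213 in TG_SE 3, and Mertk at 27.5, Camkk2 at 106.8 and Hlf at 128.7 in TG_SE 2. Tnxb at 17.8 and Rims3 at 45.2 in TG_SE 1, Acvr1c at 14.4, Prox1 at 80.25 and Cox5a at 61.7 in WT_SE 4, and Megf11 at 27.7 and Npas2 at 26.6 in WT_SE 1 also lay above. So did Psrc1 at 13.4 and Per3 at 35.9 in WT_EE 1, C4b at 81.8 and Chrna4 at 21.01 in WT_EE 4, Kcne1l at 4.32 in TG_EE 2, Per1 at 90.6 in TG_EE 3, and Gadd45b at 15.4, Ppp1r14a at 11.4 and Cox6a1 at 387 in TG_EE 4. Below the others were Nxph3 at 15.75 and Pvalb at 30.8 in WT_SE 4, Bst2 at 2.73 in WT_EE 1, Grm4 at 7.23 in WT_EE 3, Plk5 at 9.35 and Ppp1r14a at 6.34 in TG_SE 1, Rida at 25.7 in TG_EE 1 and Bdnf at 35.2 in TG_EE 4. The mean of the reactive astrocyte list was apart at 4.90 log2 CPM in WT_SE 2, that of the oligodendrocyte list at 6.15 in TG_SE 1, and the total count at 13.2 M in WT_EE 4.

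The test of the difference between the transgene effects in the 2 housings passed for 56 genes (edgeR). None of the 22 called genes that were ranked or belong to a list kept its call in every omission of a library. Without the 4 libraries that stood apart edgeR called none. Cplx3, Nxph3 and Chrna4 were lowest in WT_EE and TG_SE, where the mean of the neocortical markers was lower too. Whether neocortical tissue in the samples gave part of the difference was not tested. In log2, the effect in EE minus that in SE was 0.87 for Psrc1, 0.56 for Ngef, 1.17 for Nxph3, 0.75 for Cpne5, 0.91 for Rims3, 2.02 for Cplx3, 0.93 for Chrna4, 1.09 for Dock5 and 0.82 for Grik3 (edgeR, adjusted p = 0.0588 for each), and 0.72 for Gabrd (adjusted p = 0.0924). It was -0.53 for Syne1, -1.21 for Acvr1c, -0.71 for Cdh9, -2.13 for Gpnmb, -0.52 for Rab40b, -0.48 for Pkia, -0.53 for Scg2, -0.73 for Aqp4 and -0.68 for Bdnf (edgeR, adjusted p = 0.0588 for each), -0.86 for Nptx2 and -0.80 for Ptgs2 (adjusted p = 0.073 and 0.0794). By camera, 13 lists differed, of which 9 lost their call without at least 1 library. Median differences were -0.47 for complement, -0.30 for microglia, -0.93 for reactive astrocyte, -0.93 for interferon and -0.16 for mitochondrially encoded genes (camera, adjusted p = 0.00209, 0.00209, 0.00417, 0.00209 and 0.0108, and 0.539, 0.565, 0.539, 0.672 and 0.678 with an estimated correlation). The medians were 0.20 for clock, 0.065 for ribosomal, 0.35 for oligodendrocyte, 0.21 for CA1 and 0.40 for neocortical genes (camera, adjusted p = 0.0318, 0.0266, 1.3e-05, 0.0571 and 0.00061, and 0.565, 0.899, 0.539, 0.539 and 0.0509 with an estimated correlation). They were -0.11 for GABA, -0.16 for heat shock and 0.16 for glucocorticoid-induced genes (camera, adjusted p = 0.095, 0.00609 and 0.0214, and 0.698, 0.539 and 0.539 with an estimated correlation).

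Of the 35 splits of the TG_SE and WT_SE libraries into groups of 4, 1, the real one, gave as many as 384 calls (edgeR), and the highest other gave 264. A share of 1 in 35, the smallest these splits allow, makes chance unlikely but does not exclude it, and it was not adjusted over the comparisons. For WT_EE against WT_SE, 3 of 35 gave as many as 2 (highest other 8), so chance was not excluded. For TG_EE against WT_EE, 2 of 35 gave as many as the 1 call of the real split (highest other 1), so chance was not excluded for that count, which does not test the gene itself: the call was Snca (edgeR, adjusted p = 4.05e-09), at 660 or more CPM in every TG library and at 354 or less in every WT library. For TG_EE against TG_SE, 3 of 35 splits gave as many as 254 calls, and chance was not excluded. The highest other, TG_SE 1 with TG_EE 1 to 3 against TG_SE 2 to 4 with TG_EE 4, gave 830 calls. The split of TG_SE 1 with TG_EE 1, 3 and 4 against the rest gave 311. Both set TG_SE 1 with TG_EE libraries against TG_SE 2 to 4, which points to a structure of these samples other than their groups. For the difference between the transgene effects, 4 of 100 regroupings, the real one included, gave as many as 56 calls. These regroupings mixed all the libraries, which also breaks up the transgene effect, so that share cannot show whether chance gave the difference. The highest other gave 1490, which points to such a structure too.

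Libraries WT_SE 1, WT_EE 4, TG_SE 4 and TG_EE 4 stood apart from the other 12 in 1249 genes (edgeR), and as each group holds 1 of them, no biological explanation other than neighbouring tissue was tested. The 435 genes that gain at least 10% unique sequence from reads of 50 to reads of 65 bases were higher in the 4 libraries by a median of 0.81 log2, and the 9768 genes that gain under 1% lay at -0.03. The gap was 0.84 (bootstrap interval 0.76 to 0.91, and 0.76 to 0.88 within the 4 groups), so longer reads in the 4 libraries are a candidate explanation. Neighbouring tissue was argued against, as the farthest median of the choroid plexus, meningeal, thalamic, striatal and neocortical lists, of 3 to 10 tested genes, was 0.23 log2. Within the hippocampus, dentate granule markers lay at -0.36 log2 (7 of 8 lower), and CA1 and CA2 and CA3 markers at -0.02 and -0.05. Whether the part of the hippocampus sampled differed was not tested. A smooth of GC content and transcript length explained 24.6% of the variance of the difference over genes, between the bounds set before, and stays open.

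In TG_SE, the reactive astrocyte list ran from a mean of 4.63 log2 CPM in TG_SE 2 to 6.10 in TG_SE 1, and the interferon list reached 6.05 in TG_SE 3 alone. The low depth of TG_SE 2 was argued against, as with every library thinned to 5036149 counts it lay 0.64 log2 below the lowest of the other 3, beside 0.75 before, but its high mitochondrial share and its trend with GC content were not tested as a cause. Red blood cells or meningeal cells in TG_SE 3 were argued against too, as its red blood cell mean of 6.51 lay within the 5.66 to 7.18 of the other 15 libraries and its meningeal mean of 3.76 within their 3.49 to 4.70. The blood list holds red blood cell genes only, so white blood cells in TG_SE 3 were not tested. A wrong genotype of TG_SE 2 was excluded by its Snca level, 759.7 CPM, but a wrong housing stays open: of the 332 genes called in TG_EE against TG_SE without it (edgeR), it lay nearer to the other TG_SE libraries in 35.8%, where TG_SE 1, 3 and 4, left out likewise, did in 26.0, 83.7 and 86.3% and the TG_EE libraries in 7.04 to 24.2%. The housing of TG_SE 1, at 26.0% by the same measure, stays open as well. Differences between animals in their response to the transgene may remain, which were not tested.

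Of the genes called both in TG_SE against WT_SE and in TG_EE against TG_SE, all 107 went opposite ways, and an effect of the transgene that enrichment reverses stays among the open explanations. With the surrogate variable removed and separate TG_SE libraries for each comparison, 51.9% of the covariance remained, and its range of -0.0171 to -0.00884 lay outside the -0.00219 to 0.000516 of simulated groups without an effect. Part of the covariance was thus seen without shared libraries. In the simulations, however, each gene varied independently of the others, so their range may be too narrow to decide whether the shared libraries are the whole cause. On group means 8.996% remained, a value under the bound set before for them as the cause, but there simulated groups without an effect gave a covariance of 0.0116 rather than 0. Removing a trend with GC content and length kept 52.3% and 31.5% of the calls, and the others ended because their folds shrank, from a median of 0.36 to 0.27 log2 (standard error 0.0970 to 0.0888) and of 0.37 to 0.28 (0.1003 to 0.0894), so for these genes the transgene and such a trend cannot be told apart, but with separate TG_SE libraries 69.4% of the covariance remained (-0.0121 to -0.00633, below 0 in all 6 divisions), which argues against the trend as the whole cause. A lower share of neurons in the TG_SE samples stays open, as 0 of the 4 astrocyte, microglia, oligodendrocyte and endothelial lists had 3 in 4 members on the side it forbids. The medians were -0.05, 0.25, 0.14 and -0.06 log2 in TG_SE against WT_SE and -0.03, -0.25, 0.07 and -0.06 in TG_EE against TG_SE. They did not all lie above 0 in the first and below 0 in the second, as was set for this cause. The study itself reported computational estimates of cell types, which showed no shift between neurons and glia in any group.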

How the results depend on the processing

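Tests with 2 or 3 surrogate variables, with the division of the libraries in or left out, without robust fitting, without TG_SE 2 and 3, with a GC and length trend removed, and of the lists without single libraries were chosen only after the results were seen. Snca kept its call in TG_SE against WT_SE (1.16 to 1.39 log2) and in TG_EE against WT_EE (1.07 to 1.17) in all alternatives but the rule below on extreme libraries, which drops it in both, and was not called in TG_EE against TG_SE (-0.27 to -0.05). Scaling shifted the median of all genes by at most 0.015 log2 and turned the median of 0 lists. No called gene that the text names reversed in any alternative. Besides Snca, the called genes that were ranked or belong to a list numbered 49 in TG_SE against WT_SE, 38 in TG_EE against TG_SE and 22 in the difference between the transgene effects. Of these, 38, 21 and 15 kept their call with the trend removed, 31, 19 and 0 without the surrogate variable, and 4, 0 and 0 without the 4 libraries that stood apart, where 12 libraries remained. In those 12, all genes called in the main fit and tested again kept their sign, with medians of 0.41, 0.42 and 0.62 log2 beside 0.42, 0.41 and 0.66. As the 12 also entered the main fit, this is not independent evidence.

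In the order TG_SE against WT_SE, TG_EE against WT_EE, WT_EE against WT_SE, TG_EE against TG_SE and the difference between the transgene effects, edgeR called 384, 1, 2, 254 and 56 genes. It called 177, 1, 0, 62 and 0 without the surrogate variable, 398, 9, 5, 324 and 97 with a replicate block and the surrogate variable, and 96, 1, 0, 13 and 0 with a replicate block alone. The replicate numbers did not pair the libraries over all groups: across genes, of 24 pairs of the same number in different groups, 16 correlated above 0.1 after the group means were removed, from -0.659 to 0.859, and 8 did so best with their own number. All 4 pairs of WT_EE with TG_EE (0.142 to 0.855) and of WT_EE with TG_SE (0.339 to 0.859, each best with its own number) were above 0.1, but number 4 is in these groups the library that stood apart. With the surrogate variable removed, a check chosen after these values were seen, the pairs of WT_EE with TG_EE correlated at -0.338 to 0.00019, and those of WT_EE with TG_SE at -0.183 to 0.266. With upper-quartile factors edgeR called 5 genes in WT_EE against WT_SE, with RLE factors 3. DESeq2 called 433, 2, 26, 319 and 112 with the surrogate variable and 307, 1, 15, 216 and 59 without it, and limma voom with sample weights called 875, 1, 305, 508 and 517. In limma voom, TG_SE 4, which stood apart, weighed 2.07 and TG_SE 1 to 3 weighed 0.331 to 0.457, so TG_SE rested mostly on TG_SE 4. Without a filter on low counts, which lets more genes be tested, edgeR called 519, 13, 46, 386 and 161, and from the 8 libraries of each comparison alone 28, 2, 51 and 0. It called 596, 1, 10, 453 and 139 with 2 surrogate variables, 612, 1, 33, 262 and 451 with 3, and 371, 1, 1, 200 and 42 with the division of libraries as covariate. Without the 4 libraries that stood apart it called 5, 1, 0, 0 and 0, without robust fitting 396, 1, 0, 297 and 51, without TG_SE 2 and 3 441, 1, 41, 164 and 222, and with the trend removed 274, 1, 22, 106 and 35. At an adjusted p of 0.05 without a fold threshold it called 220, 1, 0, 103 and 0, and without genes in which 1 library is extreme 174, 0, 1, 124 and 10. Leaving out single libraries gave 64 (WT_SE 1) to 1019 (TG_SE 1), 1 to 2 (WT_EE 2), 0 to 34 (WT_SE 4), 43 (TG_SE 3) to 1121 (TG_SE 1) and 0 to 181 (TG_SE 2). Other than fewer samples or more genes tested, the cause was not tested.

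Over the genes called in standard housing, the median transgene effect in enriched housing, 0.02 log2, was 0.003 with limma voom, 0.064 without the 4 libraries that stood apart (4 genes), 0.002 with the trend removed and -0.012 to 0.041 without single libraries. The correlation of the 2 fold changes, -0.738, was -0.043 with the TG_SE libraries divided and -0.293 with the surrogate variable also removed. Camera called 13, 12, 11, 12 and 13 lists and, with an estimated correlation, 0, 1, 2, 0 and 1, without TG_SE 2 and 3 21 in TG_SE against WT_SE and 20 in TG_EE against TG_SE, and without single libraries 9 (TG_EE 3) to 20 (TG_SE 2) in the latter. Fry called 2, 0, 2, 0 and 1 lists in the 5 comparisons. Of the lists, the direction turned for mitochondrially encoded genes in TG_SE against WT_SE with 3 surrogate variables, without TG_SE 2 and 3 and without TG_SE 2 (camera, adjusted p = 0.141, 0.0737 and 0.836), in TG_EE against TG_SE with 3 surrogate variables and without TG_SE 2 and 3 (0.318 and 0.824) and in the difference between the transgene effects with the same (0.962 and 0.709). It turned for oligodendrocyte genes in TG_SE against WT_SE with 3 surrogate variables and without TG_SE 2 and 3 (camera, adjusted p = 0.553 and 0.615). In TG_EE against TG_SE it turned for respiratory chain genes with 3 surrogate variables (0.435) and for ribosomal genes with these, without TG_SE 2 and 3 and without TG_SE 3 (camera, adjusted p = 3.12e-10, 0.232 and 0.919), and for interferon genes in the difference without TG_SE 3 (0.901). Over the single libraries left out, these adjusted p ran from 0.00214 (TG_SE 1) to 0.836 (TG_SE 2) for mitochondrially encoded genes in TG_SE against WT_SE, from 4.73e-06 (TG_EE 2) to 0.919 (TG_SE 3) for ribosomal genes in TG_EE against TG_SE and from 5.26e-08 (TG_SE 2) to 0.901 (TG_SE 3) for interferon genes in the difference (camera). The cause was not tested. DESeq2 gave no adjusted p for Atm and Bst2 in TG_EE against TG_SE. An alternative with 1 surrogate variable was the model itself, as 1 was estimated.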

Other observations

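Genes of the presynaptic terminal and genes linked to Parkinson disease showed few differences. Of 20 presynaptic genes, 14 were lower in TG_SE than in WT_SE by a median of -0.07 log2 (camera, adjusted p = 0.182) and 14 were higher in TG_EE than in TG_SE by 0.07 (adjusted p = 0.196). Sncb, which encodes beta-synuclein, lay at -0.25 log2 in TG_SE against WT_SE, under the fold threshold (edgeR, adjusted p = 0.0654), and Cplx2, a complexin gene, at -0.20 (adjusted p = 0.168). Of 16 genes linked to Parkinson disease, 11 were higher in TG_SE than in WT_SE by a median of 0.01 (camera, adjusted p = 0.609), with the mitochondrial gene Chchd2 and the retromer gene Vps35 both at 0.19 log2 (edgeR, adjusted p = 0.188 and 0.19). In these 2 comparisons, edgeR, DESeq2 and limma voom each called 0 genes of both lists, with 3 and 4 presynaptic and 3 and 2 Parkinson genes at an unadjusted p under 0.05 (edgeR), and adjusted over the list alone 0 passed.

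Markers of CA2 and CA3 pyramidal cells and of newborn neurons did not pass in any of the 5 comparisons. Of 8 CA2 and CA3 markers, 7 were higher in TG_SE than in WT_SE by a median of 0.12 log2 (camera, adjusted p = 0.246) and 7 were lower in TG_EE than in TG_SE by -0.16 (adjusted p = 0.166). Amigo2, an adhesion protein enriched in CA2, lay at 0.16 and -0.25 log2 in these comparisons (edgeR, adjusted p = 0.523 and 0.279). Of 10 genes of newborn neurons and dividing cells 4 were measured at the minimum count, and Sox11 lay at 0.46 and -0.34 log2 (edgeR, adjusted p = 0.194 and 0.357). By edgeR 0 genes of either list were called, and at an unadjusted p under 0.05 there were 0 and 1 in TG_SE against WT_SE and 1 and 0 in TG_EE against TG_SE, where DESeq2 called 0 and limma voom 1, in the list of newborn neurons in the first comparison. Adjusted over the list alone, 0 and 1 passed in the first and 0 of both in the second.

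For enrichment in wildtype mice, the count here, in WT_EE against WT_SE, was 2 by edgeR, 26 by DESeq2 with the surrogate variable and 305 by limma voom with sample weights. By edgeR and DESeq2 that is lower than the value quoted from the study above and by limma voom higher, and the age behind that value is not stated.

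As Nptx2, Ptgs2, Ier5 and Bdnf rose in TG_SE against WT_SE, it was asked whether higher neuronal activity in TG mice in standard housing could account for it, as a hypothesis. The test, set before its result was seen, used 12 neuropeptide and secreted activity-regulated genes outside the immediate early list, of which 5 were measured. Of these, 0 were called in TG_SE against WT_SE (edgeR), and the list did not pass (camera, p = 0.819, or p = 0.82 with an estimated correlation). Vgf lay at 0.35 log2, Cck at 0.11, Sorcs3 at -0.03, Pdyn at -0.28 and Pcsk1 at -0.41 (edgeR, adjusted p = 0.113, 0.505, 0.917, 0.44 and 0.305). Of 11 neuropeptide and granin genes that the list left out, which were looked at only after its result, 3 rose in TG_SE against WT_SE: Penk by 1.24, Npy by 0.89 and Scg2 by 0.55 log2 (edgeR, adjusted p = 0.0428, 0.0422 and 0.00158). Penk lost its call without WT_SE 1, WT_SE 3 or TG_SE 4 and Npy without WT_SE 1, WT_SE 2, TG_SE 3 or TG_SE 4, at an adjusted p of up to 0.179 and 0.18. Of the 11, Sst, Vip, Pnoc and Scg5 lay at -0.13, -0.13, -0.12 and 0.01 log2, Chga, Grp, Chgb and Scg3 at 0.18, 0.54, 0.31 and 0.25, and none of these was called. The 0 calls in the list were the outcome set beforehand to count against the hypothesis, and genes looked at afterwards cannot overturn it. With 5 of 12 genes measured, that test does not exclude the hypothesis either. Of 25 immediate early genes, 18 were lower in TG_SE than in WT_SE, by a median of -0.14 log2, but 4 rose, and the list did not pass, with the opposite direction in the test (camera, adjusted p = 0.628), which decides nothing. In TG_EE against TG_SE, the list of 5 was higher (camera, p = 0.016, or p = 0.0318 with an estimated correlation), and Pcsk1 and Pdyn rose by 0.69 and 0.65 log2 (edgeR, adjusted p = 0.0967 and 0.0869).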
